A study of Mus musculus with 384 samples. Its data were reported in "Joint single-cell DNA accessibility and protein epitope profiling reveals environmental regulation of epigenomic heterogeneity" (2018).

How the data were processed

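Single cells of a PyMT mouse breast tumor were stained for EpCAM and CD45, sorted into 4 plates of 96 wells and measured by Pi-ATAC, a single-cell assay of transposase-accessible chromatin with protein staining. The deposited values are of unit other, namely the positions of windows that the authors called, with 1 list for all wells and no value per cell. According to the methods and labels, the authors trimmed adapters, mapped read pairs to mm9 with Bowtie2 2.1.0, removed duplicates with Picard 1.79 and discarded low-quality and mitochondrial reads. Cells were then aggregated, summits were called with MACS2 (its version is not given in the sources used here) at a q threshold of 0.05, each summit was widened to 500 bp, and the 50000 windows with the lowest q were kept. The list held positions and peak names without a score, q value or count, so the depth of each well and window could not be read from it. Intervals given for shares are exact binomial (Clopper-Pearson) at 95% and cover counting error only.

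Positions were handled in mm9, the build used by the authors, with the NCBIM37 genome sequence and the GENCODE vM1 annotation, and are given counting from 1. No coordinate was converted. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The list was checked for the width of its windows and against the chromosome ends. All wells form 1 group in the labels, so the unit of analysis was the pooled list, and no comparison between EpCAM+ and CD45+ cells was made.

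Each window was placed by its centre as promoter (within 1 kb of any annotated transcription start site), exon, intron or intergenic, in that order. Background shares came from 10 windows per observed window, placed at random on the same chromosome outside assembly gaps. The spread of each share was estimated with a jackknife that left out 1 chromosome at a time. The 15 gene lists, the 30 consensus words, the tests and the rule for naming genes were fixed before the data were examined. Of the listed genes, 235 were matched by symbol and 3 by an older symbol (Spi1, Adgre1 and Wfdc18). The lists cover luminal epithelial, basal and myoepithelial, leukocyte, myeloid, T and NK cell, B cell, fibroblast, endothelial, adipocyte, hypoxia-responsive, AP-1, housekeeping, neuron, liver and muscle genes, and Pgk1 is in both the hypoxia and the housekeeping list. The hypoxia and AP-1 lists follow factor families that the study named on these cells. For each list, the share of genes with a promoter window and the mean number of windows within 50 kb of a start site were set against 10000 random lists of protein-coding genes of the same size, with gene length matched in 10 classes for the count within 50 kb. A two-sided p was taken from the percentile, and Benjamini-Hochberg adjustment over the 30 values was added after the percentiles had been seen.

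Consensus words were searched on both strands of each window and of 1 control window from the same chromosome in the same 2% bin of GC content, outside the list. The log2 odds ratio was tested with a two-sided sign-flip permutation over 20 chromosomes (100000 resamples), adjusted by Benjamini-Hochberg over the 30 words. Density was taken per Mb of chromosome with exact Poisson intervals. Peak names carry a running number that rises in the text order of chromosomes (1, 10, 11 and so on to 9 and X), and the last number seen on each chromosome gave the number of called peaks, as a lower bound. Clustering was compared with 100 random placements on the same chromosomes. Named genes are those of the lists and the 10 genes with most windows nearest to their start sites within 50 kb. The latter were also taken without chromosomes 7, 8, 9 and X after the densities had been seen, as were the regions with most windows.

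The alternatives set in advance changed the promoter distance (500 bp, 2 kb), the transcripts used, the treatment of overlapping windows, the reach from start sites (10 kb, 100 kb), the background genes, the controls (10 kb to either side, central against outer 100 bp), the windows used for words (over 1 kb from a start site), the chromosome lengths, the distances and bins for clustering, and each chromosome in turn. Added after the data had been seen were runs without chromosomes 7, 8, 9 and X, random lists and controls matched on CpG content, the first window of each overlapping group, and called peaks in place of kept windows. Intended uses of a peak score could not be made, because the list carries none. These were the score by location or word, the 10 windows with the highest score, the top 25000 and 10000 windows, and the highest window of each overlapping group.

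The procedures were tested on simulated data. A promoter share set to 30% was recovered as 30%, and a planted AP-1 log2 odds ratio of 1.20 as 1.20, with 0 of 28 words that were not planted passing. Of 40 simulated lists without a change, 2 fell outside the central 95% of random lists.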

Results

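Chromatin accessibility and protein staining were measured together in single cells of 1 mouse breast tumor. The tumor came from the MMTV-PyMT model, in which a viral oncogene drives cancer of the mammary epithelium. Cells were stained for EpCAM, an adhesion protein of epithelial cells, and for CD45, a surface phosphatase of leukocytes. Pi-ATAC then placed transposase-tagged single cells in wells of 4 plates, 96 per plate. All wells belonged to 1 group in the labels, with no stain result given for any well, so EpCAM+ and CD45+ cells could not be compared here. The processed data were 1 list of 50000 accessible windows of 500 bp, called on the aggregated cells in mouse build mm9. There were no replicates, and neither a peak score nor read counts accompanied the windows, so the depth behind each window could not be read from it.

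The windows lay on chromosomes 1 to 19 and X, with 0 on Y and 0 on the mitochondrial chromosome. They covered 24.7 Mb, which was 0.938% of the 20 chromosomes. Windows that shared at least 1 bp with another window numbered 3725 (7.45%), and merging gave 48050 separate regions.

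The first comparison asked where accessible chromatin of this tumor lay relative to genes. Promoters were the most over-represented location. Of all windows, 26.6% were centred within 1 kb of a transcription start site (13310 windows; exact 95% interval 26.2% to 27.0%), against 4.24% of randomly placed windows, a ratio of 6.29. Introns held 34.0% of windows (random 36.3%), exons 3.64% (random 2.53%) and intergenic sequence 35.7% (random 57.0%). Of the 1822 exonic windows, 939 overlapped coding sequence and 604 only untranslated regions. The median distance to a start site was 8759 bp, against 27771 bp for random windows. Among 22350 protein-coding genes, 9718 (43.5%; exact 95% interval 42.8% to 44.1%) had a promoter window. Genes of long intergenic non-coding RNAs had one at a like rate, 42.2% of 1273, whereas 3.31% of 5200 pseudogenes and 8.63% of 1576 microRNA genes did. The jackknife standard error over 20 chromosomes was 1.26 percentage points for the promoter share. Intervals here cover counting error only.

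Gene lists were compared next, to ask which cell types and programs left accessible promoters in the pooled tumor cells. Genes expressed across leukocytes stood out among the cell-type lists. Of 20 such genes, 16 (80.0%; exact 95% interval 56.3% to 94.3%) had a promoter window, against 43.4% in random protein-coding lists of the same size (adjusted p = 0.0065). They included Ikzf1 and Runx3, transcription factors of lymphoid development, Fli1 and Runx1, regulators of blood cell formation, Coro1a, an actin-binding protein of leukocytes, and Laptm5, a lysosomal membrane protein of hematopoietic cells. The same list had a mean of 8.40 windows within 50 kb of a start site, against 4.44 in random lists matched on gene length (adjusted p = 0.00225). Runx3 had 22 such windows, Dock2, a guanine exchange factor for leukocyte migration, had 14, and Fli1 and Runx1 had 13 each. Of these genes, Fli1 lies on chromosome 9, where more of the called peaks were kept. Ptprc, the gene of CD45, lacked a promoter window and had 4 windows within 50 kb. The other leukocyte genes without one were Cd53, Lcp2 and Itgb2.

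Myeloid genes had a promoter window in 10 of 20 cases (50.0%, adjusted p = 0.584). Their mean of 6.40 windows within 50 kb, against 4.10 in random lists, gave an adjusted p of 0.0522. Irf8, which directs monocyte and dendritic cell development, had 24 windows on chromosome 8, where more of the called peaks were kept, Cebpb, a factor of inflammatory gene expression, had 14, and Spi1, which encodes the myeloid factor PU.1, had 11. Csf1r, the receptor for macrophage growth factor, had 2 and no promoter window. T and NK cell genes had a promoter window in 7 of 20 cases (35.0%, adjusted p = 0.553), among them Cd8a, a co-receptor of cytotoxic T cells, Lck, a kinase of T cell receptor signalling, and Tbx21, a factor of type 1 immunity. B cell genes had one in 2 of 12 cases (16.7%, adjusted p = 0.119). Ms4a1, which encodes the B cell antigen CD20, had 0 windows within 50 kb.

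Luminal epithelial genes, the group closest to the EpCAM+ tumor cells, had a promoter window in 8 of 24 cases (33.3%; exact 95% interval 15.6% to 55.3%), and random lists gave 43.4% (adjusted p = 0.431). Those with one included Cdh1, the adherens junction protein E-cadherin, Elf3, an epithelial Ets factor, Gata3, a regulator of luminal fate, Muc1, an apical mucin, and Cldn4, a tight junction protein. Muc1 had 18 windows within 50 kb, Gata3 had 10, and Cdh1 had 12 on chromosome 8, where more of the called peaks were kept. Krt8, Krt18 and Krt19, keratins of simple epithelia, had 4, 3 and 2 windows within 50 kb and none at the promoter. Csn3, a milk casein, and Ehf, an epithelial Ets factor, had 0 within 50 kb. The mean of the list, 4.88 windows, did not differ from that of random lists (4.32, adjusted p = 0.553). Basal and myoepithelial genes had a promoter window in 4 of 12 cases (33.3%, adjusted p = 0.561), with Krt5 and Krt14, keratins of the basal layer, lacking one.

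The hypoxia, AP-1 and housekeeping lists had a promoter window at most of their genes. Of 22 hypoxia-responsive genes, 19 (86.4%; exact 95% interval 65.1% to 97.1%) had a promoter window, which exceeded all 10000 random lists (adjusted p = 0.002). Members included Vegfa, a growth factor for blood vessels, Slc2a1, a glucose transporter, Ldha, which makes lactate from pyruvate, and Hk2, which phosphorylates glucose. Pfkfb4, a regulator of glycolysis, had 23 windows within 50 kb on chromosome 9, where more of the called peaks were kept. Car9, a carbonic anhydrase, Egln3, an oxygen-sensing hydroxylase, and Adm, a vasodilator peptide, lacked a promoter window. The mean of 6.36 windows within 50 kb did not pass the test (random 4.37, adjusted p = 0.0603). The AP-1 list had a promoter window at 13 of 14 genes (92.9%) and a mean of 11.7 windows within 50 kb, against 4.29 in random lists (adjusted p = 0.002 for both, from a raw p of 0.0002, the smallest possible with 10000 lists). Jund, Fosb and Junb, dimer partners in AP-1, had 23, 22 and 21 windows on chromosomes 8, 7 and 8, where more of the called peaks were kept, and on the 16 autosomes with an even kept share the mean was 9.50 (random 3.77). Batf3 alone lacked a promoter window. That list also held Smarcc1, a subunit of a chromatin remodeler, because the study named its motif on these cells. Housekeeping genes had a promoter window in 14 of 16 cases (87.5%, adjusted p = 0.0036), as at Actb and Gapdh, and a mean of 7.50 windows within 50 kb (adjusted p = 0.0171). Windows within 50 kb need not belong to the listed gene. Near Junb, several lay at promoters of other genes, such as Rnaseh2a, Hook2 and Asna1. Random lists were not matched on the number of neighbouring genes, so the part of gene-rich surroundings in these counts was not tested.

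Genes of other tissues were examined as controls. Of 43 neuron, liver and muscle genes, 6 had a promoter window. Muscle genes had one in 1 of 13 cases (7.69%, adjusted p = 0.0292), at Ttn, the giant sarcomere protein. Neuron genes had one in 2 of 15 cases (13.3%, adjusted p = 0.0522), at Rbfox3, a splicing factor of mature neurons, and Syn1, a synaptic vesicle protein. Liver genes had one in 3 of 15 cases (20.0%, adjusted p = 0.122), and Alb, which encodes serum albumin, had 0 windows within 50 kb. Fibroblast genes had one in 8 of 14 cases (57.1%, adjusted p = 0.431), among them Col1a1 and Col1a2, chains of type I collagen, while their mean of 2.43 windows within 50 kb gave an adjusted p of 0.074. Endothelial genes had one in 2 of 12 cases (adjusted p = 0.119) and adipocyte genes in 2 of 10 cases (adjusted p = 0.228). The p values are two-sided against 10000 random lists and adjusted over all 30 list values, of which 8 passed. With all annotated genes as background, the muscle list moved from percentile 0.38 to 3.67 at promoters and no longer fell among the lowest 2.5% of random lists. Promoter windows rose with CpG content, from 3.44% of genes in the lowest of 10 equal classes to 71.0% in the highest, and random lists matched on it gave 25.2% for the leukocyte list, 55.9% for the hypoxia list and 64.3% for the AP-1 list, each below the list itself. They gave 30.9% for the myeloid and 30.0% for the fibroblast list, which then stood at percentiles 98.02 and 98.8, and 20.0% for the liver list, equal to its own share.

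**Figure D1:**
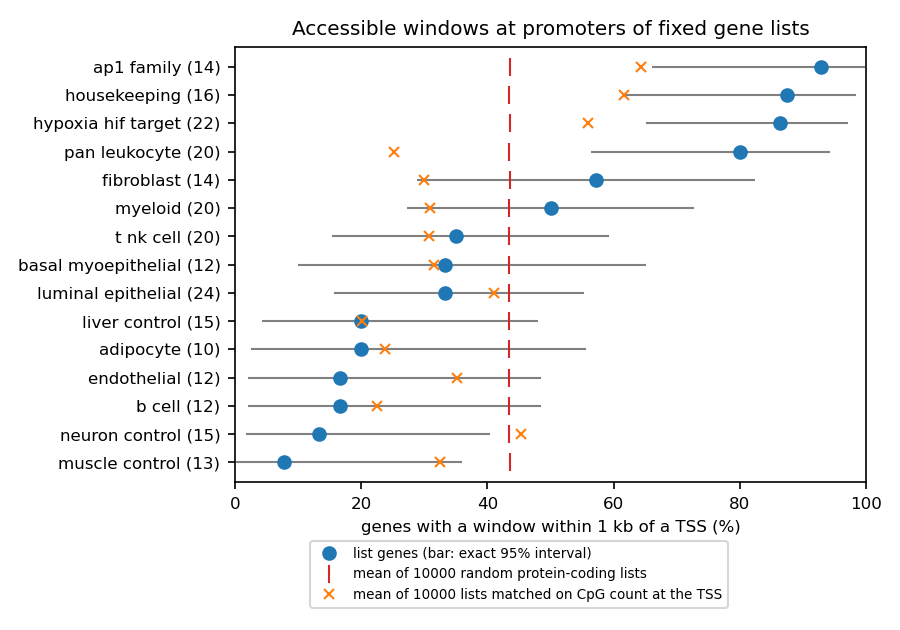
Share of genes in each list with a window within 1 kb of a start site (x axis, %), with list sizes in parentheses. Points are the lists with exact 95% intervals, red marks the mean of random protein-coding lists and crosses the mean of lists matched on CpG count. The AP-1, housekeeping, hypoxia and leukocyte lists lie between 80.0% and 92.9%.

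The regions of the stained proteins and of related lineage genes were then examined window by window. Epcam (ENSMUSG00000045394, chromosome 17, 88035319 to 88050446, plus strand) had 9 windows within 50 kb. The window nearest its start site spanned 88036324 to 88036823, in an intron 1255 bp inside the gene. Another lay over an exon at 88045410 to 88045909. Upstream, 6 were intergenic, with centres 15792 to 32675 bp before the start of the gene. The AP-1 word occurred in 4 of the 9, for example TGAGTCA at 88009177 to 88009183, within GGAAGACGGATGAGTCAGCCCTCTTCC. The RUNX word occurred in the window at 88016105 to 88016604 and the PU.1 and Spic word in that at 88019277 to 88019776. Cdh1 also had windows with either of these words. Ptprc (ENSMUSG00000026395, chromosome 1, 139959438 to 140071882, minus strand) had 3 intronic windows and 1 window 16678 bp upstream. An intronic one, 140042098 to 140042597, held the PU.1 and Spic word GAGGAAGT at 140042235 to 140042242, and the one at 140032652 to 140033151 held the RUNX word. Spi1, listed under its older symbol Sfpi1 on chromosome 2, had a window 1274 bp upstream, at 90921023 to 90921522, with the same PU.1 and Spic word at 90921135 to 90921142. The study described open chromatin at these loci by stain, in aggregated EpCAM+ cells for Epcam and CD45+ cells for the CD45 gene, but the window list used here does not carry the stain.

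**Figure D2:**
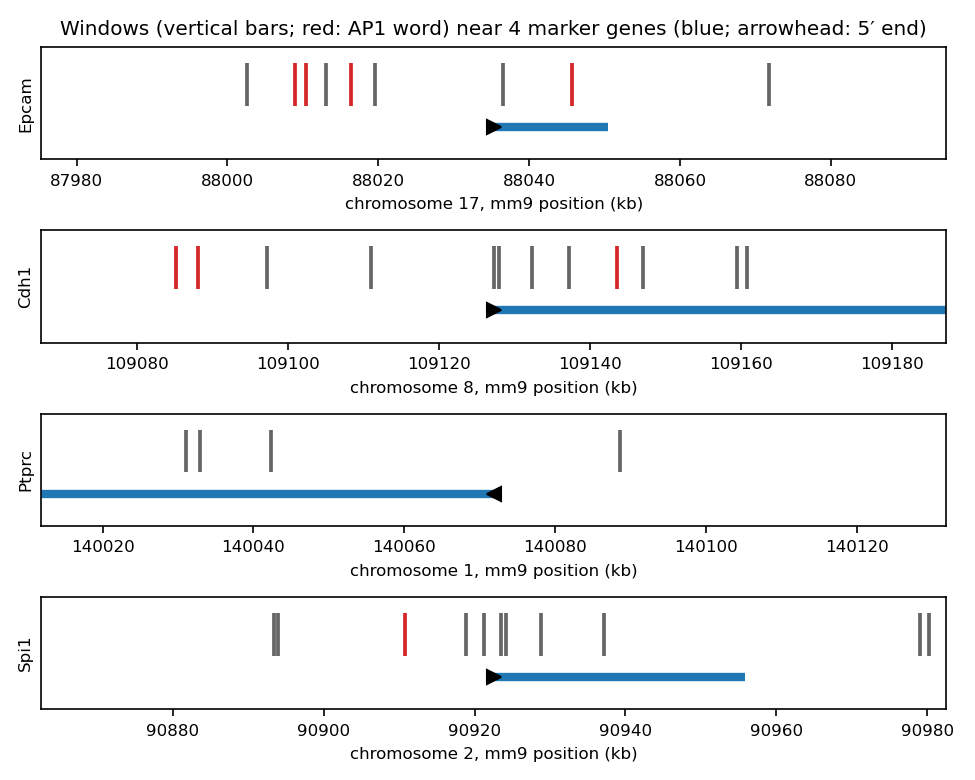
Windows within 50 kb of a start site of Epcam, Cdh1, Ptprc and Spi1, on an axis that spans 60 kb around the start of each gene (x axis, position in kb, mm9). Vertical bars are windows, red where the AP-1 word is present, and blue bars are genes with an arrowhead at the 5′ end. The AP-1 word is in 4 of the 9 windows within 50 kb of Epcam and in 0 of the 4 at Ptprc, and RUNX and PU.1 and Spic words, which are not marked, occur at both genes.

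Sequence words of transcription factor families were counted next, since the study followed variable factor motifs across these cells. Each family was represented by 1 consensus word, and windows were compared with controls of the same GC content and chromosome. AP-1, the Jun and Fos dimers induced by growth and stress signals, was among the words most typical of windows away from promoters. Its word TGASTCA (S stands for C or G) was in 13.5% of windows and 7.52% of controls, a log2 odds ratio of 0.95 ± 0.05 (jackknife SE, higher on 20 of 20 chromosomes, adjusted p = 2.5e-05). Over 1 kb from a start site it was in 15.6% of windows, with a log2 odds ratio of 1.04 ± 0.06, and near start sites the ratio was 0.54 ± 0.09. CTCF, which shapes chromatin loops, had the highest ratio of the 30 words over 1 kb from start sites, 1.57 ± 0.11. Words of several factor families that act in leukocytes, among other cells, were tested too. RUNX was in 11.6% of windows and 9.35% of controls (log2 odds ratio 0.35 ± 0.03, higher on 20 chromosomes, but lower with controls 10 kb away), the PU.1 and Spic word was at 0.54 ± 0.07 (higher on 19), CEBP at 0.55 ± 0.08 (higher on 19), each with an adjusted p of 2.5e-05, and NFKB at 0.71 ± 0.16 (higher on 16, adjusted p = 0.00094). STAT was at 0.32 ± 0.07 (higher on 16, adjusted p = 0.000214) and IRF at 0.12 ± 0.05 (higher on 15, adjusted p = 0.0061).

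Words of general promoter factors rose most near start sites. There the log2 odds ratio was 2.88 ± 0.32 for YY1, 2.68 ± 0.28 for NRF1, 2.58 ± 0.11 for Ets factors and 2.33 ± 0.15 for the cyclic AMP response element. Over 1 kb away the Ets ratio was 0.39 ± 0.14 and the YY1 ratio 0.00 ± 0.76. The YY1, NRF1, Ets and cyclic AMP words each hold a CpG, while these controls were matched on GC only. Windows near start sites held a mean of 30.6 CpG, against 13.2 over all windows. Over all windows, matching on CpG content too moved NRF1 from 2.301 to 1.747 and the cyclic AMP word from 1.528 to 1.196. Ets went from 1.551 to 1.438, and YY1 stayed at 2.396. Near start sites the part of CpG content in these ratios was not tested. Factor families that the study named for its heterogeneous tumor cell module mostly gave smaller values. TEAD, the partner of the growth regulator YAP, was at 0.14 ± 0.04 (higher on 14 chromosomes, adjusted p = 0.0057), the HIF word of the hypoxia response at 0.25 ± 0.09 (higher on 15, adjusted p = 0.00577), its shorter core RCGTG (R stands for A or G) at 0.54 ± 0.03 (higher on 20, adjusted p = 2.5e-05), FOX at 0.27 ± 0.03 (higher on 19, adjusted p = 2.5e-05) and the shorter NFI word TTGGCA at 0.05 ± 0.02 (higher on 15, adjusted p = 0.00793). The complete NFI palindrome was at 1.27 ± 0.46 but occurred in only 44 windows (higher on 13, adjusted p = 0.00789). GRHL, a family that maintains epithelia, was at 0.10 ± 0.18 (adjusted p = 0.958), and the complete p53 site was in 9 windows (adjusted p = 0.982). With controls 10 kb away the p53 site was counted as higher on 16 chromosomes (0.66 ± 0.45, adjusted p = 0.000487). Some of these chromosomes held no window with the site, as it was in only 9, so no conclusion is drawn from that call. Of 30 words, 22 were higher in windows at an adjusted p under 0.05. SOX alone was lower, at -0.13 ± 0.04 (adjusted p = 0.0253), and 7 words, GATA and POU among them, were neither. Under some alternatives these 2 were lower at an adjusted p under 0.05. GATA was so with controls 10 kb away (-0.46) and in central against outer 100 bp (-0.30). POU was so with controls 10 kb away (-0.45), over 1 kb from start sites (-0.24) and with the first window of each overlapping group (-0.12).

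The p values are from a two-sided sign-flip permutation test over 20 chromosomes, which are parts of 1 pooled list and not replicates of cells, and 2.5e-05 is the smallest adjusted value reached here (raw p = 1e-05, the smallest that 100000 resamples allow). With controls placed 10 kb from each window and not matched on GC, the log2 odds ratio was -0.12 for RUNX, -0.02 for TEAD, -0.19 for FOX, -0.38 for IRF and -0.30 for MEF2, and CEBP no longer passed (0.09, adjusted p = 0.196). In central against outer 100 bp, CEBP was at -0.08, FOX at -0.24, IRF at -0.56 and MEF2 at -0.62. There NFKB (0.38, adjusted p = 0.587), STAT (0.01, adjusted p = 0.711) and TEAD (0.05, adjusted p = 0.892) no longer passed. SOX (-0.19, adjusted p = 0.0634) lost its call there too, though its ratio was lower than the main -0.13. Over 1 kb from start sites (-0.13, adjusted p = 0.0939) SOX did not pass either, with a ratio close to the main one. The same held for SOX without chromosomes 7, 8, 9 and X (-0.12, adjusted p = 0.0739). The NFI palindrome no longer passed without these chromosomes (0.98, adjusted p = 0.0571). IRF (0.01, adjusted p = 0.388) and the RFX word (0.18, adjusted p = 0.644) lost their calls over 1 kb from start sites. RFX also lost it with controls matched on CpG content (0.56, adjusted p = 0.15). The HIF word no longer passed over 1 kb from start sites (0.10, adjusted p = 0.168) or with controls also matched on CpG content (0.07, adjusted p = 0.156). Its shorter core RCGTG still passed in both, but its ratio fell from 0.54 to 0.31 and 0.24.

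**Figure D3:**
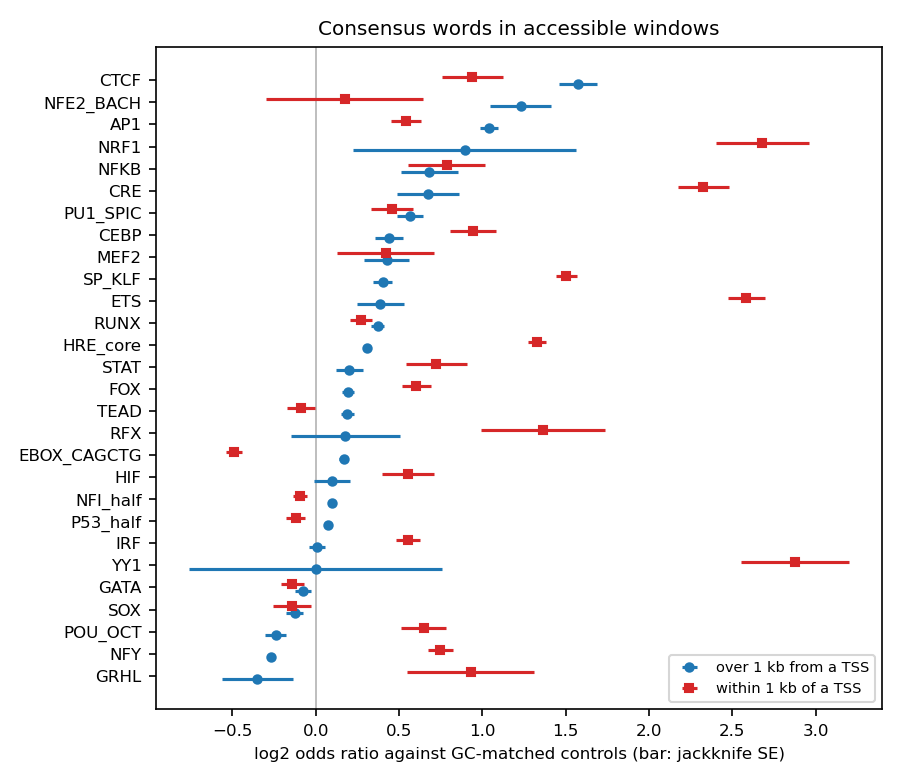
Log2 odds ratio of each consensus word in windows against GC-matched controls (x axis), for windows over 1 kb from a start site (blue) and within 1 kb (red), with jackknife SE bars. AP-1 lies at 1.04 away from start sites and at 0.54 near them, while Ets factors lie at 0.39 and 2.58; words in fewer than 100 windows are left out.

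The density of windows was compared between chromosomes. Chromosomes 8, 9 and 7 held 37.2, 35.7 and 28.1 windows per Mb, and the other 16 autosomes held 16.5 ± 2.27 (mean ± SD), with chromosome 19 the highest of them at 20.6. Chromosome X held 15.6 per Mb and ranked 16 of 20. The running numbers in the window names, which reach 168208, give a lower bound on the number of peaks called before the list was shortened. Called peaks on chromosomes 7, 8 and 9 were 68.8 per Mb, against 65.2 on the other 16 autosomes (ratio 1.05), while kept windows differed 2.04-fold. The kept share of called peaks was 23.6% to 26.5% on those 16 autosomes, 51.8% on chromosome 8, 50.6% on chromosome 9, 46.3% on X and 41.5% on chromosome 7. Within chromosome 7 it was 50.8% below 100 Mb, 24.7% from there to 146.4 Mb and 56.6% beyond. By called peaks X ranked 20 of 20, at 33.3 per Mb, and 0.511 of the density of the 16 autosomes. Densities of kept windows on 7, 8, 9 and X are therefore not comparable with those elsewhere.

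**Figure D4:**
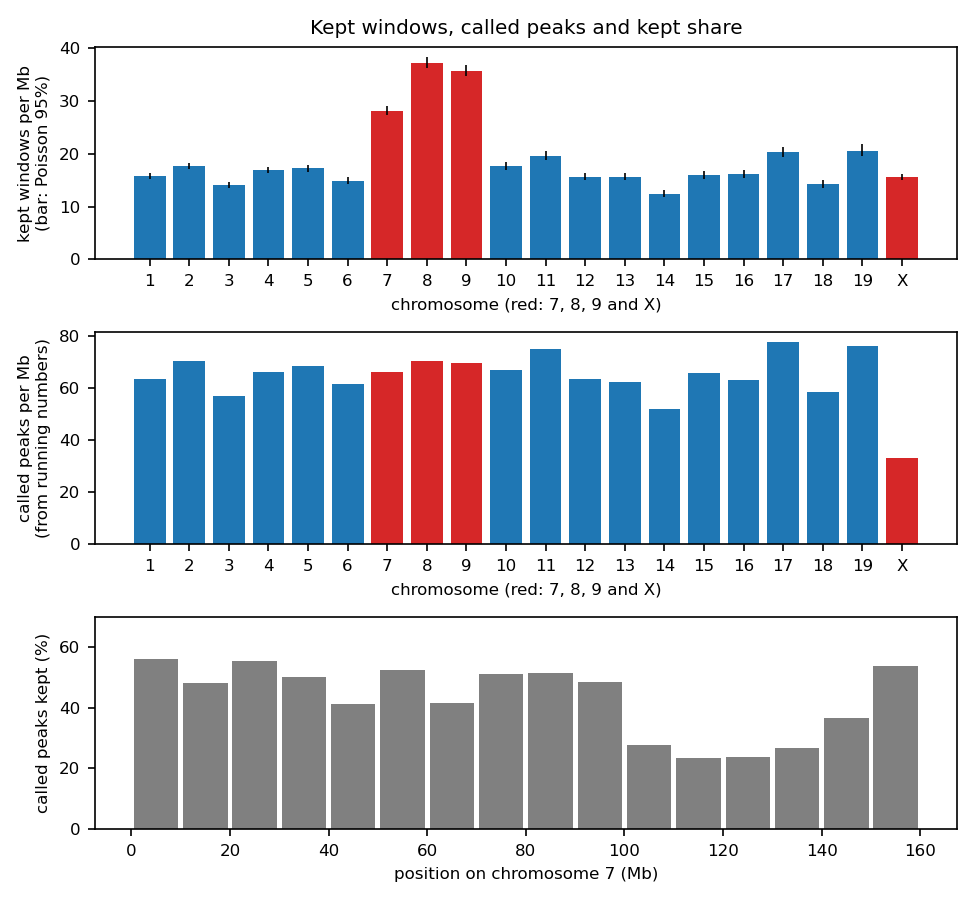
Kept windows per Mb (top, Poisson 95% bars), called peaks per Mb (middle) and the kept share of called peaks in 10-Mb bins of chromosome 7 (bottom, %). Kept windows on chromosomes 7, 8 and 9 reach 28.1 to 37.2 per Mb, while called peaks there lie within the range of the other autosomes.

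Accessible windows came in groups along the genome. Windows with the next one closer than 25 kb numbered 28438 (56.9%), against a mean of 20547 in 100 random placements on the same chromosomes, and 12412 (24.8%) had it closer than 5 kb (random 5175). There were 537 bins of 100 kb (2.03% of 26398) with 10 or more windows, and random placement gave at most 25. Without chromosomes 7, 8, 9 and X such bins were 1.08% of 20646, and random placement gave at most 3. On the 16 autosomes with an even kept share, the densest bin held 27 windows, at chromosome 4, 144800001 to 144900000, over Tnfrsf1b and Tnfrsf8, receptors of the tumor necrosis factor family on immune cells. The next held 23 windows each, over Zfp36l2, which binds AU-rich mRNA, and Thada on chromosome 17, and over Pmepa1, an inhibitor of TGF-beta signalling, and Zbp1, a sensor of nucleic acids, on chromosome 2. By the number of windows nearest to their start sites within 50 kb, the leading genes there were Tnfrsf1b and Pmepa1 with 20 each, followed by 5830416P10Rik with 19, and by Klf6, a zinc finger factor, and Fyn, a Src-family kinase, with 18 each. Over all chromosomes the leading genes were 4933407C03Rik with 52, Itga9, an integrin subunit, with 30, Zfhx3, a homeobox factor, with 26, and Myo1e, a motor protein, and Irf2bp2, a transcriptional co-repressor, with 23 each. The 10 leading genes all lay on chromosomes 7, 8, 9 or X, where more of the called peaks were kept.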

Values the study reported

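The study reported Pi-ATAC on 384 cells of the PyMT tumor, of which 369 (96.1%) passed its filter, 177 EpCAM+ and 192 CD45+. It reported an average of about 0.3 M reads per cell over its single-cell libraries. Of all stained cells of the tumor, it reported 4% as CD45+ and 28% as EpCAM+. It kept the top 50,000 peaks for most of its data sets. Across the tumor cells it reported 84 significantly variable motifs in modules of 28, 14 and 42.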

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

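The runs without chromosomes 7, 8, 9 and X, with CpG matching, with the first window of each overlapping group and with called peaks were chosen after the data had been seen, and the others were planned. The promoter share of 26.6% was 21.6% within 500 bp, 31.9% within 2 kb, 23.5% with protein-coding transcripts only, 25.2% for merged windows, 28.2% by any overlap and 28.5% without chromosomes 7, 8, 9 and X. The first 3 follow from the width or number of the promoters counted, and for the others the cause was not tested. Leaving out each chromosome in turn gave 26.1% to 27.5%.

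Of 150 list percentiles under alternatives, 10 left the outermost 2.5% of random lists, 15 entered it, 0 went from one end to the other and the rest kept their call. The number of lists below random lists was 2 at promoters. It was 5 within 500 bp, 4 within 2 kb and 0 with all genes as background. Within 50 kb it was also 2, and was 0 with all genes, 0 with CpG matching and 4 without chromosomes 7, 8, 9 and X. For the count at promoters, all genes include many without a promoter window, such as pseudogenes. For the other changes, among them that within 50 kb with all genes, the cause was not tested. With CpG matching the number of lists above random at promoters went from 4 to 6, the myeloid (percentile 98.02) and fibroblast (98.8) lists being added. The fibroblast list was also added at promoters with all genes as background (97.99). Within 50 kb the adipocyte list went from percentile 87.01 to 98.31 with CpG matching. The myeloid list within 50 kb went from percentile 99.1 to 97.45 without chromosomes 7, 8, 9 and X. The hypoxia list within 50 kb went from 98.9 to 96.5 with CpG matching and to 96.5 with a reach of 100 kb.

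Of 180 word odds ratios under alternatives, 14 lost the call with the same sign, 9 gained one with the same sign and 15 changed sign with a call before or after. The rest kept their call or lack of one, though some without a call also changed sign. With controls shifted by 10 kb, not matched on GC, the log2 odds ratio was -0.12 for RUNX, -0.017 for TEAD, 0.66 for the p53 site (in 9 windows, too few for a call), -0.19 for FOX, -0.38 for IRF, 0.48 for the E-box and -0.30 for MEF2. In central against outer 100 bp it was -0.24 for FOX, -0.078 for CEBP, -0.56 for IRF, 0.39 for the E-box and -0.62 for MEF2. In windows over 1 kb from start sites it was -0.27 for NFY and 0.17 for the E-box, and with CpG matching it was 0.078 for the E-box. NFY went the other way with shifted controls (0.26, adjusted p = 2e-05) and in central against outer 100 bp (0.55, adjusted p = 3.75e-05). Lower words numbered 1, and became 7 with shifted controls, 4 in central against outer sequence, 2 over 1 kb from start sites, 0 without chromosomes 7, 8, 9 and X and 2 with the first window of each group. For these the cause was not tested. CEBP lost its call with shifted controls (0.086, adjusted p = 0.196). HIF lost it over 1 kb from start sites (0.10, adjusted p = 0.168) and with CpG matching (0.069, adjusted p = 0.156). AP-1, CTCF, Ets, NRF1 and PU.1 and Spic words kept their sign under all 6 alternatives.

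The density ratio of chromosomes 7, 8 and 9 fell from 2.04 to 1.05 with called peaks, and that of X from 0.953 to 0.511, because called peaks leave out the step in which windows were kept. Dense bins exceeded random placement except in bins of 1 Mb, where 1705 had 10 or more windows against 2467 at random, since nearly all random bins pass at that size. Without 1 chromosome in turn, dense bins numbered 415 to 531, and without chromosomes 7, 8, 9 and X together they fell from 2.03% to 1.08% of all bins, with at most 3 at random. Settings that need a peak score (the top 25000 and 10000 windows, the highest window of each overlapping group) were not run, as the list used here carries none. Read depth and cell number behind each window are unknown, so an absent window is not evidence of closed chromatin.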

Other observations

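The gene families, the short words found without a list, and the tests on chromosomes 7, 8 and 9 and on the leukocyte list were chosen after the data had been seen, while the tests on words near marker genes were set before their result. Gene families were set against random protein-coding lists as well, 29 in all, some of which share genes with the fixed lists. Sensory receptors had the lowest shares of genes with a promoter window. Of 1113 olfactory receptor genes, 18 (1.62%) had a promoter window, as had 3 (0.915%) of the vomeronasal receptor genes. Keratin genes had one in 1 of 46 cases, Hox genes, which set body axis identity, in 4 of 40, and cytochrome P450 genes, enzymes of drug and steroid metabolism, in 12 of 86, and all of these lay below all 10000 random lists. Proteasome subunits had one in 35 of 41 cases (85.4%), ribosomal proteins in 50 of 72 (69.4%), and both exceeded all 10000 random lists. Some families had more windows within 50 kb than random lists. Core histones (mean 7.09, random 2.15) and ribosomal proteins (5.85, random 3.92) exceeded all 10000. A window near several genes of a family counts for each of them, and random lists were not matched on such sharing. These percentiles may therefore be too high for families whose genes lie close together. Interferon regulatory factors had a mean of 9.89 windows (random 4.49, percentile 99.9), though only 5 of the 9 lie on the 16 autosomes with an even kept share and Irf8 on chromosome 8 had 24. Means were 7.58 for Ets factors (random 4.37, percentile 99.9), 7.29 for Kruppel-like factors (random 4.41) and 6.48 for integrin subunits (random 4.40, percentile 99.2). In that order, 14 of 19, 13 of 17 and 21 of 25 genes lie on those 16 autosomes. The integrin subunit Itga9 lies on chromosome 9, and means on the 16 autosomes alone were not taken. The family labelled Runx held 4 genes, not all checked to encode Runx factors, and had a mean of 10.75 windows (random 4.38, percentile 99.15). For the same measure CC chemokines were at percentile 42.6, MHC genes at 62.1 and Toll-like receptors at 94.1. For the share of genes with a promoter window, CC chemokines were at percentile 6.75 over all chromosomes and 0.955 on the 16 autosomes, and MHC genes at 2.73 and 3.43.

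Words of 6 bases were also ranked without a list, in 36690 windows over 1 kb from start sites against controls matched on GC and CpG content. The highest was GACTCA, part of the AP-1 site, in 30.0% of windows and 23.5% of controls (log2 odds ratio 0.48). AGTCAC (0.44) and GAGTCA (0.42) followed, and ACTTCC, part of both the PU.1 and Spic word and the Ets word, ranked 7 of 2080 words (0.35).

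Windows over 1 kb from start sites were compared between 40 leukocyte and myeloid genes and 24 luminal genes, to test whether factors of each lineage may bind near its own genes. Either the GRHL or the TEAD word was in 16.7% of windows (11) near luminal genes and 6.70% of windows (13) near leukocyte and myeloid genes, 9.97 percentage points apart (two-sided permutation of genes between lists, p = 0.00336, adjusted over 3 words p = 0.0101). That difference is in the direction of the hypothesis, but the windows near these genes were not split by word. Among all windows over 1 kb from start sites the TEAD word was in 8.85% and the GRHL word in 0.158%. The difference may therefore rest mostly on TEAD. The PU.1 and Spic word or the RUNX word was in 26.3% of the leukocyte and myeloid windows and 15.2% of the luminal ones, 11.1 percentage points apart, but did not pass after adjustment (p = 0.0431, adjusted p = 0.0646), so this part stays open. The AP-1 word was in 18.0% and 27.3% (p = 0.146, adjusted p = 0.146). Some windows were near several genes of a list, and counting each once gave 6.81% and 15.0% for GRHL or TEAD, which was not tested again.

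Chromosomes 7, 8 and 9 held 2.04 times as many windows per Mb as the other 16 autosomes. More accessible sites there would raise called peaks by a like factor, and these were 1.05 times as dense, which argues against that as the whole cause. A candidate explanation is that peaks tied at the q threshold were kept in reverse text order of chromosome and position, which would favour 9, 8, the end of 7 in text order, and X. On chromosome 7, a single step in the kept share fitted better in text order than by position, by 140.7 log-likelihood units, and the stretch from 10.0 to 14.6 Mb, which that order puts before the step, kept 30.3% of called peaks, against 56.1% from 14.8 to 20.0 Mb. No q values were at hand to test the ties themselves. Extra DNA copies might also lower q through added reads and so raise the kept share. Copies of the whole of chromosome 7 would raise it throughout, but it was 24.7% from 100 to 146.4 Mb. Gains of parts of it need not follow text order, in which the step fitted better. These values argue against extra copies as the whole cause on chromosome 7. For chromosomes 8 and 9 extra copies stay open and were not tested. The density of called peaks cannot decide on extra copies, as it is unknown how far added reads would raise it.

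Promoter windows of the leukocyte list exceeded those of random lists. CpG-rich promoters open in most cells might give such an excess, but against random lists matched on CpG count the list stood at percentile 100, above all 10000. The higher kept share on chromosomes 7, 8, 9 and X could also add windows, but on the other 16 autosomes, where 12 of 16 genes had a promoter window, the percentile was 99.4. Both values argue against these as the whole cause. An excess for luminal genes was looked for at the same time and was not found. The cells that passed the study's filter, as quoted above, included only slightly more CD45+ than EpCAM+ cells. Among all stained cells of the tumor, CD45+ cells were the rarer of these. The pooled list therefore need not reflect the make-up of the tumor. This raised share of CD45+ cells is a further candidate explanation, which was not tested without the stain of each well.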
